A study of Mus musculus with 53 samples. Its data were reported in "The Transcription Factor STAT6 Mediates Direct Repression of Inflammatory Enhancers and Limits Activation of Alternatively Polarized Macrophages" (2018).

How the data were processed

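Bone marrow cells of WT and Stat6-/- mice were differentiated into macrophages (bone marrow-derived macrophages, BMDMs) for 6 days and then either received 20 ng/ml of the cytokine IL-4 for 1, 3, 6 or 24 h or were left as time-matched controls. A control at 0 h was also taken. Polyadenylated RNA was purified from 1 µg of total RNA, fragmented, converted to cDNA and sequenced. The 53 samples fell into 18 groups by genotype, treatment and time, which were read from the sample labels. Each Stat6-/- group held 2 samples. Each WT group held 4, except WT with 24 h of IL-4, which held 3 because its replicate 1 is not analysed here.

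The authors mapped the reads to the mouse genome build mm10 with TopHat and computed FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments of the sample) with Cufflinks at default parameters, and they deposited 1 table of FPKM values per sample. The versions of these tools and the gene annotation were not stated. FPKM is scaled within each sample, so a change in a few abundant genes shifts the values of all others. FPKM values are not counts, and no test that needs counts was used.

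The tables listed the same 23847 loci in different row orders, so they were joined on locus and gene name rather than by row. Estimates that differed from 0 only by numerical rounding were set to 0. The 740 loci that share a gene symbol with another locus were kept apart. Start positions were counted from 0 in the tables and are given here from 1, on mm10. The symbols of 22111 loci were present in the GENCODE annotation of the same build, and 97.7% of these overlapped the annotated gene.

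The tables give no read counts. Relative depth was recovered from low loci, where equal fragment counts in 2 samples leave a fixed ratio of FPKM values. The 1378 pairwise ratios, from 12701 loci below 1 FPKM in every sample, agreed to within 2% of a single depth per sample in 100.0% of pairs. Relative to the median sample, depth ranged from 0.706 to 1.554. On simulated data for 53 samples and 12000 loci the largest error of the recovered depth was 0.54%. The absolute depth is unknown, so no counting interval is given for single values.

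Loci with at least 1 FPKM in at least 1 sample were tested (11146 loci, 81 of them sharing a symbol). Values were transformed as log2(FPKM + 1), and every log2 fold change is on this scale, which understates the changes of low genes. All 53 samples entered one linear model with a mean per group in limma 3.58.1 (lmFit, contrasts.fit and eBayes with an intensity trend) in R 4.3.3, with 35 residual degrees of freedom. Tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method across loci within each contrast, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The contrasts were IL-4 against the time-matched control in each genotype, the difference between these responses (the interaction), Stat6-/- against WT at 0 h, and 24 h against 0 h controls in WT. A per-gene analysis of variance with Tukey's adjustment was run as an alternative, on the same transformed values. Its only factor was the group, over the 16 groups other than the 0 h controls. The authors also used Tukey's adjustment, but their model had a further factor and its scale is not stated. Counts from this alternative are therefore not a repeat of the authors' test. A gene was counted as repressed when the largest of its called WT changes was negative. A list's median was compared with 10000 random lists of the same size matched on mean expression in 20 bins. These percentiles ignore the correlation between genes and describe the libraries measured.

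Groups of one genotype share replicate numbers in the sample labels, and the study described its WT data as individual animals. The replicate number within genotype was therefore added as a block in an alternative fit. The comparison of genotypes at 0 h has no such fit, because replicate numbers are nested in genotype. In simulations on the 11146 loci with 200 of them changed, the fit without a block recovered 95% to 97% of the changed genes in WT and 90.5% to 92.5% in Stat6-/-. With the block, the shares were 97% to 99% and 95.5% to 97.5%. The largest number of false calls in a contrast was 0 without the block and 2 with it. In a separate simulation, 4 of 100 random lists fell outside the central 95% of their matched random lists.

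Genes named in the text were set by a rule written before the data were examined. The rule took Stat6, 9 genes that the study measured by RT-qPCR (Abca1, Clec4d, Fos, Tlr2, Cd14, Nlrp3, Klf4, Hbegf and Edn1), 3 inflammasome genes (Il1b, Casp1 and Pycard), 3 genes that the study tied to HDAC3 (Lyz1, Lyz2 and Smad3), and 3 markers of alternative polarization (Arg1, Retnla and Chil3, listed as Chi3l3). It added, at each WT time point, the 3 largest increases and 3 largest decreases among called genes in which every IL-4 sample lay beyond every control sample, up to 5 IL-4 responses in Stat6-/-, and the 5 largest differences between genotypes at 0 h. For genes named in advance, the time point with the largest WT change is given, a choice made after the data were examined. Because the fit without a block called no Stat6-/- response, the same rule was applied to the fit with it, which named Irf1 and Gbp5.

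Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on low values, a mean of at least 1 FPKM, quantile normalization, the replicate block, no intensity trend, only the groups compared in the fit, unadjusted p-values, Tukey's adjustment, no threshold on the fold change, and leaving out each replicate in turn. After the data were seen, the fits without a threshold on the fold change were extended from the union to each comparison, Lyz2 was added at 24 h, and another alternative was chosen. It left out 55 loci that were listed at 0 in some samples and had no value between 0 and 1 FPKM in any other, which can be failed estimates. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining computations.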

Results

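RNA-seq profiles of BMDMs were compared between WT and Stat6-/- mice over a time course of IL-4, a cytokine that drives the alternative polarization of macrophages through the transcription factor STAT6. The study asked which genes IL-4 induces and represses and whether these changes need STAT6. There were 4 WT samples per group, except for 3 with 24 h of IL-4, and 2 Stat6-/- samples per group. The FPKM values of a sample summed to between 385888.9 and 464914.9. Between 10017 and 10380 loci per sample reached 1 FPKM. Relative depth was similar in both genotypes, with a median of 1.0 in the 35 WT samples and 1.006 in the 18 Stat6-/- samples. The 10 most abundant loci held 11.94% to 19.75% of the FPKM sum. No pair of samples had identical values.

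The targeted gene was examined first. Stat6 (chromosome 10, 127642986 to 127660987, mm10) was lower in each of the 18 Stat6-/- samples than in each of the 35 WT samples. In WT controls at 0 h it was at 82.99 ± 3.11 FPKM (SD, n = 4), and in Stat6-/- controls at 21.08 ± 1.11 FPKM (SD, n = 2). The log2 difference was -1.93 (SE 0.10, limma adjusted p 3.37e-17). Over all samples the Stat6-/- mean was 26.9% of the WT mean, so values of this gene remained in the Stat6-/- samples. IL-4 itself lowered Stat6 in WT at 3 h, from 80.37 ± 3.76 to 59.92 ± 1.81 FPKM (SD, n = 4 each).

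**Figure D1:**
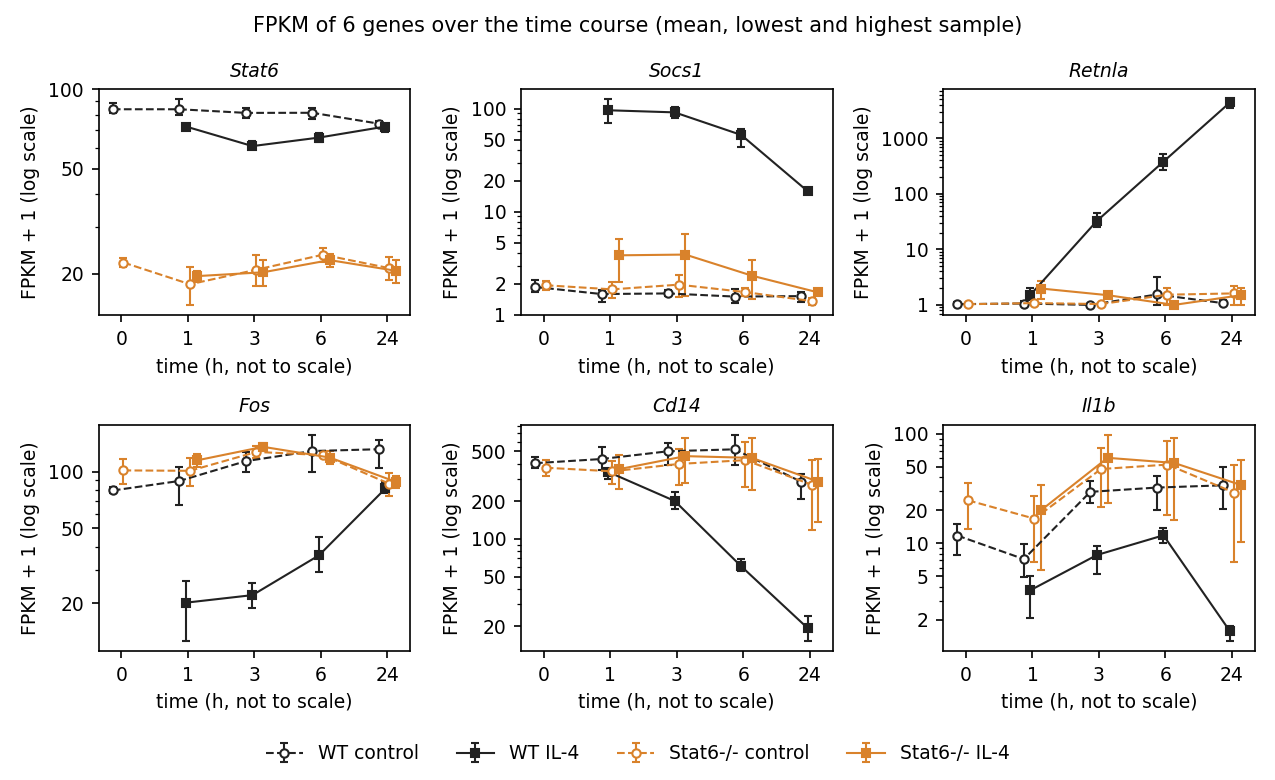
FPKM + 1 on log axes against time in h (not to scale) for Stat6, Socs1, Retnla, Fos, Cd14 and Il1b, with WT in black, Stat6-/- in orange, controls as open circles on dashed lines and IL-4 as filled squares on solid lines. Points are group means and bars run from the lowest to the highest sample. Retnla in WT rose to 4415 FPKM at 24 h of IL-4 while the Stat6-/- mean was 0.491 FPKM, and Cd14 in WT fell to 18.35 FPKM against 285.8 FPKM in Stat6-/-.

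First, the genes regulated by IL-4 in WT were determined at each time point against time-matched controls. IL-4 changed 166 genes at 1 h (122 increased, 44 decreased) and 433 genes at 3 h (291 increased, 142 decreased). At 6 h, 617 genes changed (354 increased, 263 decreased), and at 24 h, 947 genes changed (436 increased, 511 decreased). The decreased share rose from 26.5% at 1 h to 32.8% at 3 h, 42.6% at 6 h and 54.0% at 24 h. After quantile normalization these shares were 27.5%, 36.7%, 43.2% and 47.6%. With the replicate number as a block the counts were 172, 445, 639 and 989. WT samples with the same replicate number deviated together, with a mean r of 0.22 across genes between samples of different groups, against -0.07 for different numbers. Deviations balance within a group, which by itself makes the mean for different numbers negative. Replicates 3 and 4 (mean r 0.12) and 1 and 2 (0.08) also went together, while the other pairings of different numbers lay between -0.22 and -0.09. Without the threshold on the fold change, 1047, 3220, 4590 and 6131 genes passed the test. Among the alternatives that kept this threshold, a pseudocount of 0.1 moved the counts most and gave 1522 genes at 24 h. The median log2 change of all tested loci at 24 h was -0.07.

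**Figure D2:**
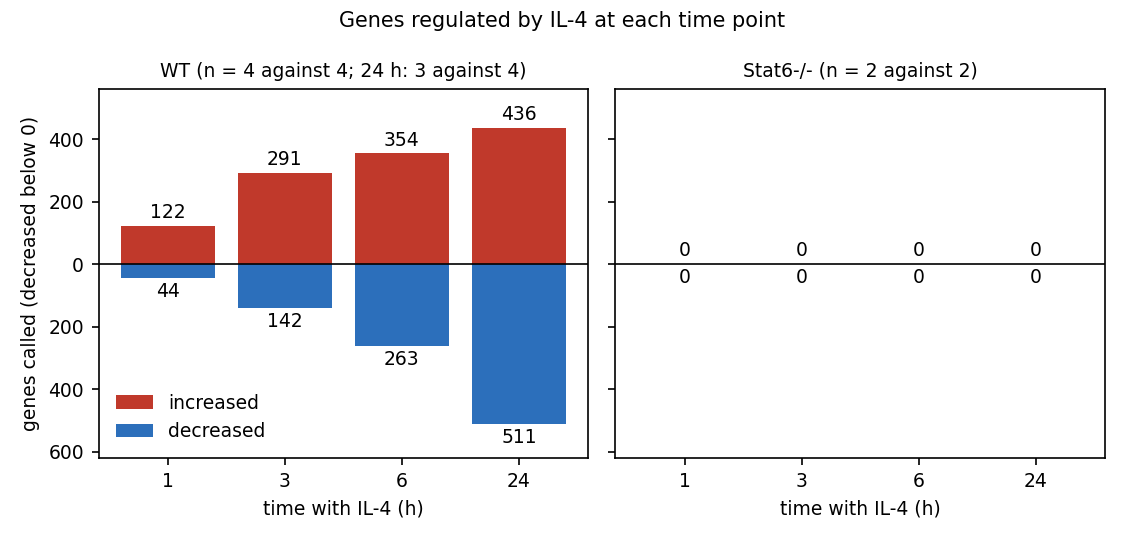
Bars give the number of genes called increased (red, above 0) or decreased (blue, below 0) by IL-4 at 1, 3, 6 and 24 h in WT on the left and in Stat6-/- on the right. In WT the decreased genes grew from 44 at 1 h to 511 at 24 h, and in Stat6-/- no bar rises because 0 genes passed both thresholds, with 7, 8, 2 and 0 genes at an unadjusted p under 0.05 and a 2-fold change.

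Over the 4 time points, 1423 genes were regulated by IL-4 in WT, of which 697 were repressed and 726 induced. The repressed share was 49.0% (Wilson 95% interval 46.4% to 51.6%, treating genes as independent, which they are not). With a pseudocount of 0.1 it was 56.5% of 2135 genes. With the replicate block it was 49.8% of 1471 genes. Most repressed genes were called decreased at a single time point (506), whereas 134, 50 and 7 were called at 2, 3 and 4 time points. Of the 142 genes decreased at 3 h, 51 were also decreased at 24 h. There were 15 genes that increased at one time point and decreased at another.

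At 1 h the largest increases were in Socs1 (chromosome 16, 10783809 to 10785536), Ccl7 (chromosome 11, 82045712 to 82047523) and Ch25h (chromosome 19, 34473784 to 34475135), all protein-coding genes. Socs1 rose from 0.592 ± 0.172 to 95.27 ± 21.07 FPKM (SD, n = 4 each), a log2 change of 5.90 (SE 0.26, limma adjusted p 3.04e-20). Ccl7 had a log2 change of 5.14 with a wide SE of 1.26, and Ch25h of 4.68. The largest decreases at 1 h were in Tgif1, Gdf15 and Kcnj2, with log2 changes of -2.40, -2.38 and -2.37. Tgif1 (chromosome 17, 70844205 to 70853532) fell from 56.95 ± 1.91 to 9.98 ± 0.80 FPKM (SD, n = 4 each).

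At 3 h, Socs1 and Ccl7 remained among the most induced genes, with log2 changes of 5.83 and 5.42, and Retnla joined them with 4.99. Decreases were largest in Thbs1 (-3.61), Nfkbiz (-3.05) and Lpar6 (-2.57). Thbs1 (chromosome 2, 118111922 to 118127133) fell from 32.66 ± 2.35 to 1.76 ± 0.17 FPKM (SD, n = 4 each). At 6 h, the increases were led by Retnla (8.10), Arg1 (5.98) and Il4i1 (5.89), and the decreases by Slc40a1 (-3.25), Cd14 (-3.08) and Thbs1 (-2.96). Slc40a1 varied widely between control samples, at 49.30 ± 29.13 FPKM (SD, n = 4).

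After 24 h of IL-4, Retnla (chromosome 16, 48842552 to 48844461) reached 4415 ± 854.3 FPKM (SD, n = 3) against 0.0748 ± 0.107 FPKM in controls (SD, n = 4). Its log2 change was 11.99 (SE 0.31, limma adjusted p 2.34e-28). Arg1 changed by 5.93 and Ocstamp by 5.90. The largest decreases were in Il1b (-4.37), Ifit3 (-4.16) and Thbs1 (-4.08). Il1b (chromosome 2, 129364580 to 129371120) fell from 32.93 ± 12.31 FPKM (SD, n = 4) to 0.575 ± 0.250 FPKM (SD, n = 3). Of the 50-base sequences of the Ifit3 transcript, 51.2% also occur in Ifit3b, so reads of these genes can be split between them.

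All 9 genes of the RT-qPCR panel were called in WT at the time point of their largest change. Fos was lower at 3 h (-2.37), Clec4d at 6 h (-2.17), and Abca1 (-1.84), Tlr2 (-2.80), Cd14 (-3.90) and Nlrp3 (-1.76) at 24 h. Hbegf (2.58) and Edn1 (2.58) were higher at 6 h and Klf4 (2.36) at 24 h. Among the markers of alternative polarization, Chi3l3 rose by 3.34 at 24 h, with 26.9% of its sequence shared with 2 other genes, of which Chil4 shared the most. Lyz1, with 16.1% shared with Lyz2, changed by -1.47 at 24 h, and Smad3 by -1.21. Pycard (0.42 at 24 h) and Casp1 (0.14 at 1 h) stayed below the threshold on the fold change, and Casp1 did not pass the test (limma adjusted p 0.481). Lyz2 was listed at 0 in 7 of the 35 WT samples, at 0, 1, 3 and 6 h, and reached 26960 FPKM in others, so no change was drawn from it at those time points. At 24 h, where no sample was listed at 0, it fell from 22040 ± 2591 FPKM (SD, n = 4) to 4799 ± 722.4 FPKM (SD, n = 3), with every IL-4 sample below every control. It was not called at 24 h (limma adjusted p 0.638), because the 0 values elsewhere widened its SE to 3.72. When only the samples compared were fitted, the log2 change was -2.20 (SE 0.23, limma adjusted p 0.000117).

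The IL-4 response was next examined without STAT6. In Stat6-/- BMDMs 0 genes were called at 1, 3, 6 and 24 h. At an unadjusted p under 0.05 and a 2-fold change there were 7, 8, 2 and 0 genes. The smallest adjusted p-values in limma were 0.402, 0.589, 1.0 and 1.0. With the replicate block, 1, 1, 1 and 0 genes were called, which were Irf1 at 1 h and Gbp5 at 3 h and 6 h. Same-numbered Stat6-/- samples of different groups deviated together, with a mean r of 0.71, and with 2 replicates the value for different numbers is its mirror at -0.71. Irf1 (chromosome 11, 53770014 to 53778374) was higher with IL-4 by 1.11 at 1 h, with an adjusted p of 0.831 without the block and 0.000979 with it. Gbp5 (chromosome 3, 142496934 to 142522344) was higher by 1.35 at 3 h, with adjusted p-values of 1.0 and 0.00163, and by 1.15 at 6 h, with 1.0 and 0.019. Irf1 and Gbp5 were each higher with IL-4 in 8 of 8 Stat6-/- pairs of control and IL-4 samples.

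Whether the responses differed between genotypes was tested directly. The IL-4 response depended on genotype for 139 genes at 1 h, 388 at 3 h, 491 at 6 h and 763 at 24 h. With the replicate block these counts were 172, 454, 606 and 976. Of the genes called in WT, 126 of 166, 348 of 433, 466 of 617 and 723 of 947 had a called interaction at the same time point, each in the direction of the WT change. Over the 4 time points 1109 of the 1423 IL-4-regulated genes had a called interaction. Among the genes named here, 25 did. The interaction was not called for Ccl7 at 1 h (4.19, limma adjusted p 0.553) or 3 h, for Slc40a1 at 6 h (-3.28, adjusted p 0.128) or for Smad3 at 24 h (-1.32, adjusted p 0.0702). These had wide standard errors of 2.18, 1.45 and 0.55, and with the replicate block their adjusted p-values were 1.45e-05, 1.27e-09 and 1.81e-07.

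The 697 genes repressed in WT were followed in Stat6-/-. Their median log2 change in WT was -0.11, -0.49, -0.76 and -1.19 at 1, 3, 6 and 24 h, which has its sign from the choice of genes. In Stat6-/- the medians were 0.006, -0.016, -0.020 and 0.000. Those at 3 and 6 h lay below all 10000 matched random lists, and the one at 24 h at percentile 0.27. The one at 1 h lay at percentile 95.02. The 726 induced genes had Stat6-/- medians of 0.018, 0.040, 0.054 and 0.044, each above all of the random lists.

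**Figure D3:**
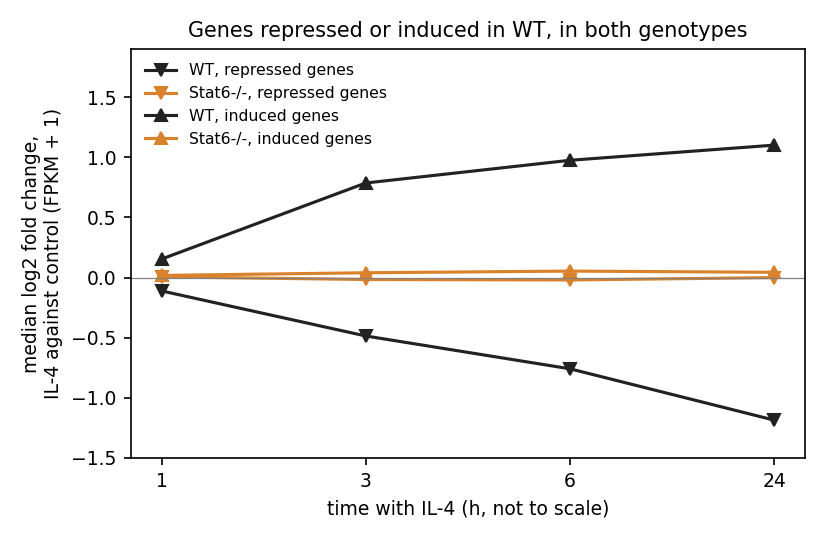
Median log2 fold change of IL-4 against time-matched control on the FPKM + 1 scale, by time in h (not to scale), for the 697 genes repressed (down triangles) and the 726 induced (up triangles) in WT, with WT in black and Stat6-/- in orange. The WT medians reached -1.19 and 1.10 at 24 h, and the Stat6-/- medians stayed between -0.020 and 0.054.

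Before IL-4, 39 genes differed between Stat6-/- and WT (9 higher and 30 lower in Stat6-/-). This count was the least stable, with 1 gene when only the 6 samples compared were fitted. Besides Stat6, the largest differences were in Snora75, Cp, Tmem176a and Cdca3. Cp (chromosome 3, 19957054 to 20009750) was at 10.04 ± 4.25 FPKM in Stat6-/- (SD, n = 2) and 2.15 ± 0.43 FPKM in WT (SD, n = 4), a log2 difference of 1.77 (SE 0.42, limma adjusted p 0.0189). Tmem176a was higher by 1.56, and Cdca3 fell by 1.56 on the log2 scale. Snora75, a small nucleolar RNA within Ncl, was above 0 in a single sample of 53, and its difference of 3.61 has no further weight. Replicate numbers are nested in genotype, so no paired fit exists for this comparison.

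Control BMDMs also changed over the time course. Between 0 and 24 h without IL-4, 126 genes differed in WT (42 higher and 84 lower at 24 h). With the replicate block there were 215 genes, against the same mean r of 0.22 between same-numbered samples. These changes are removed from the IL-4 comparisons by the time-matched controls.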

Values the study reported

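The study reported 1,614 IL-4-regulated genes in this time course. Of these IL-4-responsive genes, 39% were repressed.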

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

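The tests on samples far from the other replicates, on Lyz2 and on depth behind the genotype differences were chosen after these results were seen.

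Among 106 sets of 4 WT replicates, 9 held a sample far from the other replicates, where 5.3 would do so by chance. A count of 9 or more has a one-sided binomial p of 0.084, so chance remains as an explanation of the whole set, although genes measured in the same sample are not independent. The replicate number is the only label that differs within a group, and it was tested as an explanation for Slc40a1 alone.

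Of the 9, a pair concerned the FPKM sum. WT 0 h control replicate 1 had 435000 against 403200 to 407700 in the other replicates, and WT 24 h control replicate 2 had 396400 against 433700 to 441000. Without the 10 most abundant loci, 0 of these 2 samples stood as far apart by the same measure (no p-value belongs to this count), but both were still the extreme of their group, WT 0 h control replicate 1 at 361400 against 339800 to 353400 and WT 24 h control replicate 2 at 330200 against 348000 to 359100. At 24 h a few abundant genes therefore account for part of the gap at most. At 0 h, Lyz2 was at 24765 FPKM in replicate 1, at 21062 FPKM in replicate 2 and listed at 0 in replicates 3 and 4. This locus alone can make up most of the gap of replicate 1 to replicates 3 and 4, but little of that to replicate 2.

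Slc40a1 was at 9.33 FPKM in WT 6 h IL-4 replicate 4 against 2.21 to 3.00 in the others. Replicate 4 had the highest value in 9 of the 9 WT groups, so a lasting property of WT replicate 4 may be the source, and an animal and a library batch that follows the replicate number cannot be told apart.

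Retnla was at 2.16 FPKM in WT 6 h control replicate 1 and listed at 0 in the others. RNA from a WT sample with 3 h or 6 h of IL-4 at the matching share (6.84% or 0.57%) would bring Arg1 to 1.09 or 0.385 FPKM, well above the 0.0635 FPKM seen there. RNA from a sample with 24 h of IL-4 (0.0489%) would bring Arg1 to 0.032 FPKM, within the range of the controls, so this value cannot be told apart from such a mixture.

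Other single values were far from the rest. Hbegf was at 0.0776 FPKM in WT 6 h control replicate 4 against 0.0094 to 0.0131. Arg1 was listed at 0.0 FPKM in WT 24 h control replicate 4 against 0.0182 to 0.0217. Cp was at 2.80 FPKM in WT 0 h control replicate 4 against 1.92 to 1.94, and Gbp5 at 3.19 FPKM in WT 6 h control replicate 2 against 4.23 to 4.35. Technical causes of these 4 were not tested one by one.

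Lyz2 was listed at 0.0 FPKM in WT 1 h control replicate 4, against 24370 to 25120 FPKM in the others. The 0 values occurred in 7 samples, all WT, 6 of them among the 26 deepest of the 53 (Fisher's exact p 0.0504, two-sided), and a further 20 samples were deeper than the shallowest sample at 0 and had a value, so depth alone does not decide it. The number of Lyz2 fragments depends on depth and level together. Depth times the mean FPKM of the other replicates with a value ran from 22914 to 38364 in the 7 samples at 0 and from 4064 to 26984 in the other 28 WT samples (exact rank-sum p 5.38e-05, two-sided). A limit of the estimator at very high fragment numbers is therefore a candidate explanation, although samples of a group share part of this measure and 8 samples with a value lay above the lowest sample at 0.

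The IL-4 response differed between WT and Stat6-/- by the interaction term for 139 genes at 1 h, 388 at 3 h, 491 at 6 h and 763 at 24 h. Of the named genes, 32 of 39 interactions tested were called, over 25 genes. In genes that IL-4 lowered in WT, the WT response minus the Stat6-/- response on the log2 scale was -2.19 for Tgif1, -2.50 for Gdf15 and -2.26 for Kcnj2 at 1 h. At 3 h it was -3.59 for Thbs1, -2.84 for Nfkbiz, -2.57 for Lpar6 and -2.46 for Fos. At 6 h it was -3.09 for Cd14, -2.90 for Thbs1 and -2.10 for Clec4d. At 24 h it was -4.76 for Il1b, -4.35 for Ifit3, -4.24 for Thbs1, -4.03 for Cd14, -2.90 for Tlr2, -1.84 for Nlrp3, -1.73 for Abca1 and -1.53 for Lyz1. In genes that IL-4 raised in WT, it was 4.94 for Socs1 and 4.25 for Ch25h at 1 h, and 5.14 for Socs1 and 4.46 for Retnla at 3 h. At 6 h it was 8.62 for Retnla, 6.05 for Il4i1, 5.88 for Arg1, 2.54 for Hbegf and 2.53 for Edn1. At 24 h it was 12.07 for Retnla, 5.92 for Arg1, 5.55 for Ocstamp, 3.35 for Chi3l3 and 2.14 for Klf4.

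Depth would bear on these interactions if IL-4 and control samples differed in depth by genotype. In relative depth, IL-4 minus control in WT differed from that in Stat6-/- by -0.241, 0.052, 0.358 and -0.292 at 1, 3, 6 and 24 h. The smallest of the 4 exact permutation p-values was 0.0905, at 6 h (two-sided, Benjamini-Hochberg adjusted 0.362). At 3 h this difference was small (0.052), yet 388 genes had a called interaction, which argues against depth as their source at that time point. At 1, 6 and 24 h the differences in depth were larger. With 2 Stat6-/- samples per group, an effect of depth cannot be excluded there. Reads shared between paralogs concern 3 of the 25 genes, Ifit3, Chi3l3 and Lyz1, each with over 10% of its sequence shared, and for these the pattern cannot be told apart from a split of reads. A library batch that follows genotype alone would shift IL-4 and control samples alike and largely cancel in the interaction. No label gives a batch, so in these libraries one that also follows treatment within a genotype remains open for all 25 genes. Loss of STAT6 is the explanation that the design gives, as a hypothesis with these limits. Beyond these libraries, the study measured its RT-qPCR panel in both genotypes and reported that the regulation by IL-4 depended on STAT6. By the same method it reported that the repression of Il1b by IL-4 was lost without STAT6.

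Regrouping the samples tested whether the WT counts could come from any split. For each time point, 8 splits of the WT IL-4 and control samples part as many same-numbered pairs as the real one, and 1 of the 8 gave as many genes, the real one, at 1, 3, 6 and 24 h. The smallest share possible is 0.125, so this test cannot pass 0.05. The next largest count was 0 at 1, 3 and 6 h and 423 at 24 h. The other 27 splits, which part fewer pairs, gave at most 1, 64, 100 and 590 genes. For the union over time points, 1 of 100 splits drawn from 4096 gave as many as 1423 genes, and the next largest was 1298. Many of the drawn splits keep the real grouping at some time points. For 24 h against 0 h controls, 1 of 8 gave as many as 126 genes, with 0 as the next largest and at most 9 among the other 27.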

How the results depend on the processing

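The 20 results chosen in advance had 273 values under the alternatives. Of these, 229 stayed within 1.5 times the count given or within the error of the value, 30 were stronger, 6 weaker and 8 moved. The Stat6-/- medians of repressed genes at 1 h and 24 h lay near 0 and changed sign under some alternatives, by less than the spread between replicates. The cause was not tested for any of the changes listed here.

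A pseudocount of 0.1 raised the WT counts to 931 genes at 6 h and 1522 at 24 h, the union to 2135 with 56.5% repressed, the interaction at 24 h to 1198, the genotype difference at 0 h to 89 and the control drift to 260. It called 1 gene in Stat6-/- at 1 h. The repressed share was 52.4% with a mean of at least 1 FPKM, 46.0% after quantile normalization and 45.4% with Tukey's adjustment per gene. Without a threshold on the fold change the union was 7898 genes with 53.0% repressed. Extended after the data were seen to single comparisons, this gave 1047, 3220, 4590 and 6131 genes in WT and 374, 1248, 1837 and 3008 interactions at 1, 3, 6 and 24 h, 243 genes for genotype at 0 h and 1922 for the control drift. In Stat6-/- it gave 0 genes without the replicate block, and with the block 2, 4, 4 and 1.

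The 0 calls in Stat6-/- depended on the fit. The replicate block called 1 gene at each of 1, 3 and 6 h, and fitting only the groups compared called 1 at 1 h. Tukey's adjustment called 3 genes at 1 h and 1 at 3 h. Unadjusted p-values gave 7, 8 and 2 genes at 1, 3 and 6 h. At 24 h 0 genes were called under each alternative that changed a single choice, unadjusted p-values included. The self-test recovered changed genes at this group size, but it planted 200 changed genes in each IL-4 contrast. With fewer changed genes the adjustment is stricter, and changes near the threshold on the fold change were not simulated. It therefore cannot decide whether the low counts come from the group size.

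For Stat6-/- against WT at 0 h, fitting only the groups compared left 1 gene, unadjusted p-values gave 84, and the 4 fits that each left out one WT replicate gave from 11 to 57 genes. The control drift was 215 genes with the replicate block and 215 with only the groups compared, and from 81 to 112 genes across the 4 fits that each left out one replicate. The decreased share at 24 h was 60.5% with a pseudocount of 0.1, 49.7% with Tukey's adjustment and 47.6% after quantile normalization, so decreases were not the majority under every alternative. Leaving out one replicate at a time moved the repressed share from 45.9% to 49.4%. The median change in Stat6-/- at 3 h of genes repressed in WT was -0.041 after quantile normalization and from -0.030 to -0.005 across the fits that each left out one replicate of either genotype. At 6 h this median was -0.041 without Stat6-/- replicate 1 and -0.006 without replicate 2. At 24 h the same fits gave -0.037 and 0.032.

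Counts of WT genes at 1 and 3 h and of interactions at 1, 3 and 6 h stayed within 1.5 times the value given under every alternative run for them that kept the threshold on the fold change. Leaving out the loci with likely failed estimates, chosen after the data were seen, changed no count past that limit. Among the named genes, 1287 values were computed for 90 results. There were 26 weaker, 15 stronger, 10 moved and 0 reversed. With a Stat6-/- replicate left out, each group of this genotype holds 1 sample. A test would then have to take its spread from WT alone, so none was run. Only fold changes and the medians above were recomputed. The unknown absolute depth limits statements on genes near 0 FPKM, where a value can rest on few fragments.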

Other observations

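The tests in this part on the Stat6-/- replicates, on the 0 h genotype difference, on the repressed genes and on the Stat6-/- responses were chosen after those patterns were seen. Genes already seen in a pattern were left out of the lists for the interferon, NRF2, cell division, interferon-gamma and STAT5 tests, but the genes that remained are regulated together with them, so each explanation is a hypothesis only.

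The Stat6-/- replicates differed from each other more than WT replicates did. For 432 genes, replicate 2 differed from replicate 1 in the same direction in 9 of 9 conditions and at least 2-fold on average over them. Of these, 279 were higher and 153 lower. Pairs of WT replicates had 4 to 30 such genes over the 8 or 9 conditions that each pair shared. GC content (r -0.06 across genes) and gene length (r -0.01) were not related to this difference, replicate 2 was deeper in 6 of the 9 conditions, and the median over all loci was -0.029, so these do not account for it. RNA from other cell types cannot be excluded, because 8 of the 20 marker genes were expressed enough to test (median -0.176, percentile 6.11 of random lists). An interferon-driven state is a candidate explanation, with a median of 1.48 for 22 interferon-stimulated genes, all 22 higher in replicate 2. Lower activity of the antioxidant regulator NRF2 is another, with a median of -1.133 for 14 target genes, all 14 lower. The 4 WT replicates showed related deviations, with r of 0.51, 0.53, -0.46 and -0.64 across genes for replicates 1 to 4, of which -0.64 is the largest in size. This may reflect a range of states that animals or cultures of both genotypes share. No label gives a batch, so a culture or library batch cannot be told apart from it.

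For the genes other than Stat6 among the 39 that differed at 0 h, genotype cannot be told apart from the individual animals, since there are 2 Stat6-/- replicates. The differences of these replicates, each from a separate pair of WT replicates, had an r of 0.11 across all genes, most of which do not differ, so it does not decide for the genes called. In 38 of the 39 both replicates lay beyond all 4 WT samples, a count that the choice of these genes favours. Tmem176a was at 95.41 to 287.2 FPKM in the 18 Stat6-/- samples and at most 91.1 FPKM in the 35 WT samples. Genes linked to Stat6 on chromosome 10 are a further technical explanation, since a targeted locus can carry flanking sequence from another strain. Apart from Stat6, 0 of 85 tested genes within 10 Mb were called, against 38 of 11060 elsewhere. At an adjusted p under 0.05 with no limit on size they were 4 and 238 (odds ratio 2.25, Fisher's exact p 0.113, two-sided). Cell division genes were lower in both Stat6-/- replicates, with medians of -0.801 and -1.368 for 20 genes, each below all matched random lists, while WT replicates lay between -0.346 and 0.303. In controls at 1, 3 and 6 h the Stat6-/- medians were -0.992, -1.016 and -0.946, and in the 24 h controls the replicates were at -0.552 and 0.131. A lower share of dividing cells at the start may account for part of the difference, and batch cannot be excluded.

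Repression at 24 h was examined for technical sources. The WT change at 24 h had an r of 0.05 with GC content and -0.04 with gene length across genes. A shift of all values by a few abundant genes was examined by quantile normalization, which left 429 genes repressed, 423 of them among the 511 repressed before, and moved the median of all loci from -0.069 to -0.008. The decreased share of the 902 genes then called was 47.6%, against 54.0% before, so such a shift may account for part of the repression and for decreases being the majority at 24 h. Most of the repressed genes remained, and a difference between library batches of IL-4 and control samples was not tested.

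Stat6 values remained in Stat6-/- samples at 26.9% of WT. WT cells in these samples would carry the WT response, and Retnla after 24 h of IL-4 was at 0.0111% of WT, which goes against such a mixture. Transcripts from the targeted locus that lack part of the gene are a candidate explanation that FPKM per locus cannot test.

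Irf1 and Gbp5 rose with IL-4 in Stat6-/- by the fit with the replicate block (1 gene called at each of 1, 3 and 6 h) and not by the fit without it. Replicate 2 rose more than replicate 1 in each pair, for Gbp5 at 3 h from 8.54 to 33.1 FPKM against 2.77 to 5.87 FPKM. Several explanations remain. Genes induced by interferon-gamma had a Stat6-/- median of 0.461 at 3 h, 18 of 18 higher. Their WT median was 0.202. With the block, the limma interaction was not called for Irf1 at 1 h (-0.16, adjusted p 0.755) or Gbp5 at 3 h (-0.09, adjusted p 0.869). It passed the test for Irf1 at 6 h (0.65, adjusted p 0.0124) and for Gbp5 at 24 h (-1.62, adjusted p 5.65e-06), where Gbp5 fell in WT (-1.27) and not in Stat6-/- (0.34). Targets of STAT5 had a median of 0.111 at 1 h, with 7 of 10 higher, and 0.242 in WT. The 20 genes most induced in WT had a median of 0.223 at 3 h, with 16 of 20 higher, which by itself would also arise from WT cells in the samples. A single share of WT RNA would give each gene the same percent of its WT rise, and the percents ran from -0.85% to 48.39% (Ccl7) with a median of 1.69% and 9 of 20 genes under 1%, which goes against it. A response to IL-4 that does not need STAT6 may explain Irf1 and Gbp5, as may interferon-like material in the IL-4 preparation, which was not tested. These data cannot separate them.

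Across the genes called in WT, the slope of the Stat6-/- change on the WT change was 6.1% at 1 h, 4.5% at 3 h, 3.7% at 6 h and 1.5% at 24 h, an average that does not hold for each gene. Some loci appear to be failed estimates, with 55 at 0 in some samples and never between 0 and 1 FPKM. Of these, 31 were small RNA loci and 6 were among the 1423 IL-4-regulated genes.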
